A study of Mus musculus with 45 samples. Its data were reported in "Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture" (2021).

How the data were processed

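Bulk RNA sequencing data of 45 mouse libraries in 14 groups were taken from 4 deposited tables, which cover the baseline cells, the single factors, the combined factors and the maturation conditions. The P4 and 2-month libraries stand in all 4 tables. Per the labels, RNA was extracted with Trizol, turned into cDNA with the NuGEN Ovation V2 kit, made into libraries with the Ovation Ultralow kit and sequenced as single-end reads. The labels and the study's methods state no strand-marking step, so a gene and an antisense partner cannot be separated, and genes with near-identical copies, such as the haemoglobin genes, may share reads. The authors aligned reads to mm10 and deposited estimated counts per gene that they had made whole numbers. A second set of deposited columns holds normalized signal values, which are these counts divided by a DESeq2 size factor per library. The authors' deposited log2 fold changes and adjusted p-values came from DESeq2 1.24.0. Their fold changes put the first-named group over the second.

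Only the estimated counts were tested. The other deposited columns served only to identify units and the direction of comparisons. Each table lists 48795 genes, of which 48349 have their identifier in gencode vM21, the source of gene positions and symbols. No per-sample column was left unmapped. Groups came from the labels alone. No library duplicated another (the lowest chi-square per degree of freedom over all 990 pairs was 10.2). Libraries in several tables held identical counts, except that those of the single factor table were 0 or 1 higher in 2278 to 3529 genes. Per library, mt-Rnr2 took 15.1% to 45.8% of counts. Together, mt-Rnr1, mt-Rnr2 and an 18S-like gene took 28.7% to 56.1%.

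The test for each comparison, the alternatives, the gene lists and the rule for naming genes were set before the data were examined. Counts were fitted in R 4.3.3 with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest) and TMM scaling. A gene entered a fit with a normalized count of at least 10 in any library. All groups of a table were fitted together, apart from 2-month against P4 astrocytes, which used those 6 libraries alone. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more. The SE of a fold change is its size divided by the square root of F. CPM were taken from the TMM-scaled libraries of the fit. For a gene with 0 counts in every library of 1 group, the fold is a lower bound against a floor of 3 counts per library. For genes with 1 to 3 counts in a group, levels alone are given. Such floors cover counting error only, since reads carry no molecular identifiers. The 2 interaction terms compare the pair of treatments with the sum of the single effects on the log2 scale. In total 15 comparisons were made.

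The study's 380 mature and 682 immature genes were counted among the calls, and the share of mature genes was compared with that of all other genes tested by a two-sided Fisher's exact test. The study chose both lists in part on the P4 and 2-month libraries, so no p-value of them is given in comparisons with these libraries. The 29 gene lists also held astrocyte genes (pan-astrocyte, transport and coupling, lipoprotein and fatty acid, reactive), candidate factors of maturation, clock genes with ROR elements, targets of BMP and of FGF signalling, immediate early, interferon, proliferation, progenitor, matrix, glycolysis, cholesterol, ribosomal protein and mitochondrial genes, and markers of other cells of the brain. Each list was tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the lists within a comparison. Of 435 tests, 195 were called with the preset and 55 with the estimated correlation. All 55 are among the 195.

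Named genes are the forced factor in each library, the 5 largest rises and 5 largest falls among called genes whose libraries do not overlap and whose higher group averages at least 10 CPM, up to 4 called members of each list described with the largest changes (or, with none called, the 2 most expressed), and 36 fixed focus genes of astrocyte biology. Predicted genes, ribosomal protein copies, pseudogenes and genes without a symbol were left out of the largest changes.

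Culture replicates 6, 8 and 9 are lines X6, X8 and X9, so equal numbers pair the libraries. Correlations of deviations from the group means between equally numbered culture libraries were 0.39 to 0.62 (NSCs and BMP4 astrocytes), 0.11 to 0.71 (single factors), 0.12 to 0.65 (combined factors) and 0.15 to 0.59 (culture conditions). Equally numbered in vivo preparations correlated at 0.22 to 0.55 and other pairs at -0.48 to 0.22, so these numbers were taken as pairs too. A fit with the number as a block was an alternative, as were DESeq2 1.42.0, size factors for scaling, no filter, an adjusted p of 0.001, the compared groups alone, either EGFP round alone and leaving out each library. Fits on 1 in vivo preparation and on the factor's own EGFP round with a block, and counts of mature genes without the forced gene, were added after the data were seen. Which EGFP round is a factor's own was taken from library numbers and is not stated in the labels.

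The scripts were tested on simulated counts with 50 changed genes per fold size. At 2-fold and 4-fold they called 26% and 64% for 2-month against P4 astrocytes (19710 genes tested, 11 false calls), 4% and 44% for BMP4 astrocytes against NSCs (23109, 5 false calls), 22% and 50% for Rorb against EGFP (22616, 2 false calls), 16% and 44% for the Rorb by Fezf2 interaction (23333, 2 false calls), 22% and 40% for FGF2 in 2D (22083, 5 false calls) and 4% and 26% for the 3D by FGF2 interaction (22083, 1 false call), with none of the wrong sign. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.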

Results

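RNA was sequenced from 45 mouse libraries in 14 groups. Cortical astrocytes were purified with an antibody to ACSA2, an astrocyte surface antigen, at postnatal day 4 (P4) and at 2 months, with 3 pooled preparations at each age. Neural stem cells (NSCs) of 3 lines, X6 from the adult subventricular zone and X8 and X9 from the early postnatal cortex, were grown in EGF and FGF2 or turned into astrocytes by BMP4 for 14 days (BMP4 astrocytes, 3 libraries each, 1 per line). BMP4 astrocytes of the same lines also received lentiviral EGFP as a control (6 libraries in 2 rounds), Rorb, Dbx2, Lhx2, Fezf2, or Rorb and Fezf2 together (3 libraries each), with the transgene switched on for the last 7 days. In a further set, 7 days in BMP4 were followed by 7 days in basal medium or in medium with FGF2, on dishes (2D) or embedded in a gel (3D), with 3 libraries each. Cells from 3D gels and from brain were purified for ACSA2, whereas 2D cultures were lysed directly.

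Library totals, given here in 1e6 counts, ran from 6.2 to 60.5 with a median of 17.8. By group they were 13.4 to 14.2 for P4, 6.2 to 12.1 for 2 months, 12.1 to 34.3 for NSCs, 21.4 to 60.5 for BMP4 astrocytes, 17.6 to 27.7 for EGFP, 16.6 to 18.3 for Rorb, 21.8 to 27.0 for Dbx2, 15.6 to 20 for Lhx2, 13.8 to 17.0 for Fezf2 and 27.2 to 28.1 for both factors. The 2D basal cultures had 16 to 21, 2D FGF2 16.2 to 17.6, 3D basal 15.9 to 19.6 and 3D FGF2 16.6 to 18.9. In the following, changes are log2 fold changes ± SE with adjusted p from edgeR's quasi-likelihood test, and levels are counts per 1e6 (CPM) ± SD, with n = 3 libraries per group and n = 6 for EGFP. A gene rose or fell where its adjusted p was 0.05 or less and its log2 change 1 or more in size. For each called gene named, unless stated, all libraries of 1 group lay beyond all of the other, as chance alone gives for 10% of genes in 3 against 3 libraries. For gene lists, 2 adjusted p values of camera are given, the second with a correlation between genes estimated from each list. Lists can share genes. List members are counted over all genes tested, and counts adjusted over the list alone are added where they differ.

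Astrocyte preparations of 2 months were set against P4 ones. Slc1a2, the main astrocyte glutamate transporter, rose from 2287 ± 548 to 10481 ± 1543 CPM (2.20 ± 0.20, adjusted p = 1.9e-05). Glul, glutamine synthetase, rose from 914 ± 192 to 3197 ± 975 CPM (1.81 ± 0.24, adjusted p = 2.2e-04). Gjb6, the gap junction protein connexin 30, rose from 17.1 ± 13.2 to 476 ± 195 CPM (4.79 ± 0.53, adjusted p = 6.8e-05). The proliferation antigen gene Mki67 fell from 365 ± 23.3 to 1.87 ± 1.27 CPM (-7.61 ± 0.41, adjusted p = 7.6e-07). Fabp7, a fatty acid-binding protein of radial glia, fell from 8784 ± 1911 to 183 ± 35.1 CPM (-5.59 ± 0.24, adjusted p = 3.0e-07). Of 19710 genes tested, 1924 rose and 2111 fell.

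Among pan-astrocyte markers, 12 of 18 rose, including the neurotensin receptor gene Ntsr2 (5.38 ± 0.21), Clu (3.98 ± 0.22) and S100b (3.93 ± 0.22) (camera adjusted p = 3.3e-09 and 0.29). Gfap (54.0 ± 24.9 against 58.3 ± 7.26 CPM), Aqp4 (698 ± 111 against 902 ± 302 CPM) and Sox9 (209 ± 17.1 against 224 ± 27.4 CPM) did not pass the test. Genes for transport and coupling rose in 10 of 20 cases and fell in 1 (camera adjusted p = 7.6e-05 and 0.4). Besides Slc1a2 and Gjb6, the amino acid transporter gene Slc7a10 was among those that rose (2.22 ± 0.22), as was Atp1a2, a sodium pump subunit (1.80 ± 0.16). Clock genes with ROR elements rose in 8 of 16 cases (camera adjusted p = 4.5e-06 and 0.14), led by Npas2 (3.36 ± 0.19), Nr1d1 (168 ± 12.1 against 21.6 ± 1.54 CPM) and Dbp (2.77 ± 0.19). Of the 4 factors later forced in culture, Fezf2 (ENSMUSG00000021743, chromosome 14, 12342094 to 12348189) rose from 2.09 ± 1.25 to 15.7 ± 2.92 CPM (2.89 ± 0.36, adjusted p = 1.6e-04), Dbx2 (ENSMUSG00000045608, chromosome 15, 95623563 to 95655960) from 18.2 ± 3.64 to 54.0 ± 3.51 CPM (1.57 ± 0.16, adjusted p = 4.9e-05) and Rorb (ENSMUSG00000036192, chromosome 19, 18930605 to 19111196) from 138 ± 26.0 to 337 ± 7.65 CPM (1.29 ± 0.16, adjusted p = 1.8e-04). Lhx2 (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733), at 129 ± 25.0 against 82.0 ± 10.3 CPM, had a log2 change of 0.65 ± 0.17 and was not called. These positions are on mm10.

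All 22 proliferation genes fell (camera adjusted p = 7.4e-64 and 0.024), among them the mitotic genes Top2a (-8.69 ± 0.43) and Cdk1 (-6.84 ± 0.31). Ndc80, Hist1h1d and Hist1h2ap had 0 counts at 2 months and were at least 46.9-fold, 40.0-fold and 28.7-fold lower than at P4. Matrix genes fell in 18 of 21 cases, and 19 adjusted over the list alone (camera adjusted p = 2.1e-14 and 0.12), with tenascin C (Tnc, -5.96 ± 0.22), laminin beta 1 (Lamb1, -3.54 ± 0.31) and neurocan (Ncan, -3.43 ± 0.18) as examples. Immediate early genes fell in 12 of 16 cases (camera adjusted p = 2.1e-14 and 0.15), such as Egr1 (23.0 ± 3.80 against 753 ± 150 CPM) and Fos (19.8 ± 3.56 against 552 ± 107 CPM). Neural stem and progenitor genes fell in 11 of 18 cases (camera adjusted p = 1.9e-14 and 0.069), including Hes5 (-3.02 ± 0.20), Sox4 (-3.01 ± 0.19) and Nes (-2.79 ± 0.20). The BMP targets Id1 (-2.06 ± 0.21) and Id3 (-2.13 ± 0.21) fell too. The 380 genes that the study named mature rose in 378 cases and its 682 immature genes fell in 680 (and 682 adjusted over the list alone), but these lists were drawn in part from the same libraries and are not independent evidence.

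All 15 oligodendrocyte genes rose (camera adjusted p = 1.0e-71 and 0.013). Per the study, oligodendrocytes contaminate adult but not early postnatal preparations, so these and other rises may not lie in astrocytes. Among the largest rises were myelin genes, Plp1 (3062 against 3.45 CPM), Mobp (604 against 0.81), Mog (159 against 0.125) and Opalin (124 against 0.04). Haemoglobin genes moved the other way, 5 of 7 erythroid genes fell (and 6 adjusted over the list alone), with Hbb-bs at 38.6 ± 17.0 against 283 ± 123 CPM (camera adjusted p = 9.9e-04 and 0.29). The share of mt-Rnr2, the mitochondrial large ribosomal RNA, was 25.4% to 29.7% at 2 months and 15.1% to 18.9% at P4, and 11 of 13 mitochondrial messenger genes rose (camera adjusted p = 2.6e-05 and 0.4), mt-Nd4 by 1.41 ± 0.17. All 22 cytosolic ribosomal protein genes fell (camera adjusted p = 1.4e-10 and 0.36), for example Rplp0 (-2.07 ± 0.22). Odorant and vomeronasal receptor genes summed to 124.7 and 184.6 CPM in P4 preparations 2 and 1 and 225.2 and 334.1 at 2 months, against 6.1 and 24.1 in preparation 3 of each age. With preparation 3 alone, a choice made after the data were seen that leaves 1 library per age and takes the spread from the culture libraries, 149 genes rose and 269 fell. Of the 43 called genes named for this comparison, 15 kept their call and none changed direction, and the lost Slc1a2, Gjb6 and Nes had log2 changes of 2.03, 6.38 and -3.04.

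NSCs were then set against the astrocytes that BMP4 makes from them, to follow differentiation in culture. The intermediate filament gene Gfap rose from 1.69 ± 0.311 to 898 ± 323 CPM (9.07 ± 0.50, adjusted p = 1.6e-08). The water channel gene Aqp4 rose from 1.11 ± 0.639 to 2146 ± 2141 CPM (10.82 ± 0.86, adjusted p = 3.9e-07) and Slc1a2 from 19.6 ± 4.54 to 420 ± 253 CPM (4.42 ± 0.45, adjusted p = 4.3e-06). Complement C3 rose from 0.225 ± 0.206 to 674 ± 343 CPM (11.19 ± 0.64, adjusted p = 2e-08). Mki67 fell from 762 ± 114 to 2.02 ± 2.17 CPM (-8.66 ± 0.74, adjusted p = 8.3e-07). Of 23109 genes tested, 2941 rose and 2295 fell.

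BMP and SMAD targets rose in 13 of 16 cases and fell in 1 (camera adjusted p = 7.3e-19 and 0.0069), with Id4 (9.08 ± 0.47), Id1 (5.32 ± 0.43), Id3 (2.95 ± 0.34), Atoh8 (6.07 ± 0.42) and the BMP antagonist noggin (Nog, 8.72 ± 0.67) higher. Pan-astrocyte markers rose in 16 of 18 cases (camera adjusted p = 1.7e-15 and 0.042), among them Ndrg2 (6.49 ± 0.67), Clu (6.23 ± 0.41), Gja1 (1.99 ± 0.33) and Sox9 (1.42 ± 0.29). Reactive astrocyte genes rose in 21 of 25 cases, and 23 adjusted over the list alone (camera adjusted p = 5.1e-17 and 0.028). Interferon response genes rose in 12 of 20 (camera adjusted p = 1.1e-04 and 0.028), such as Ifit3 (5.67 ± 0.57) and Ifit1 (3.31 ± 0.52). Ependymal and choroid genes rose in 5 of 13 cases (camera adjusted p = 0.029 and 0.25), including the cilium genes Cfap126 (5.45 ± 0.78) and Enkur (4.11 ± 0.56). Among the large rises were also parvalbumin (Pvalb, 207 ± 167 against 0.0928 ± 0.0974 CPM), C1ql1 (11.14 ± 0.63) and fibromodulin (Fmod, 10.43 ± 1.42).

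FGF and ERK targets fell in 13 of 18 cases, with 1 rise added when adjusted over the list alone (camera adjusted p = 6.5e-13 and 0.028), such as the feedback inhibitors Dusp6 (3.52 ± 2.55 against 310 ± 36.5 CPM), Spry4 (-5.29 ± 0.50) and Spry1 (-5.13 ± 0.57). The ETS factors Etv4 (-4.87 ± 0.71) and Etv5 (-4.11 ± 0.53) fell too. All 22 proliferation genes fell (camera adjusted p = 7.7e-60 and 0.0017), Top2a by -7.94 ± 0.55. Lipid and cholesterol synthesis genes fell in 13 of 20 cases (camera adjusted p = 2.6e-07 and 0.37), among them Hmgcr, the rate-limiting enzyme (-2.24 ± 0.32), Fdps (-2.41 ± 0.31) and Dhcr24 (-2.61 ± 0.35). The progenitor genes Dll1 (-4.47 ± 0.50) and Olig2 (-3.35 ± 0.47), the peptide gene Calca (-10.07 ± 0.67) and laminin alpha 4 (Lama4, -8.57 ± 0.37) were lower as well. Of the 4 factors, Lhx2 fell (-2.26 ± 0.32) and so did Dbx2 (1.04 ± 0.325 against 5.58 ± 2.65 CPM, -2.49 ± 0.39), while Rorb was at 132 ± 31.6 against 80.4 ± 25.8 CPM and not called. The histone gene Hist2h3b had 0 counts in BMP4 astrocytes and was at least 294-fold lower, and Eva1a had 0 in NSCs and was at least 45.8-fold higher.

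Among the 380 mature genes, 179 rose (47.1%, against 12.15% of the other genes, odds ratio 6.44, two-sided Fisher's exact test p = 1.5e-61) and 32 fell, with 185 and 35 adjusted over the list alone. Of the 682 immature genes, 411 fell and 38 rose, with 436 and 41 adjusted over the list alone (camera adjusted p = 9.4e-54 and 0.028). The X6 libraries of both groups belong to another library series than the rest of this set. They had counts in 441 and 738 odorant and vomeronasal receptor genes, against 46 to 52 in X8 and X9.

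BMP4 astrocytes were next set against 2-month cortical astrocytes, to see how far culture falls short of the adult cell. Slc1a2 was at 420 ± 253 against 9358 ± 2266 CPM (-4.48 ± 0.45, adjusted p = 3.0e-06), Glul at 56.7 ± 11 against 2881 ± 1157 CPM (-5.67 ± 0.42, adjusted p = 1.6e-07) and Atp1a2 at 2.14 ± 1.47 against 3227 ± 761 CPM (-10.49 ± 0.55, adjusted p = 8.9e-09), all lower in culture. Higher in culture were C3 (674 ± 343 against 1.05 ± 0.224 CPM, 9.34 ± 0.59, adjusted p = 3.4e-08), Gfap (898 ± 323 against 49.1 ± 27.1 CPM, 4.19 ± 0.40, adjusted p = 1.6e-06) and vimentin (Vim, 5597 ± 2539 against 61.6 ± 8.80 CPM, 6.50 ± 0.44, adjusted p = 6.0e-08). By TMM scaling 3634 genes were higher in culture and 3686 lower, and by DESeq2 size factors 2169 and 4459. The median change of all genes was -0.11 by the first and -0.46 by the second scaling.

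**Figure D1:**
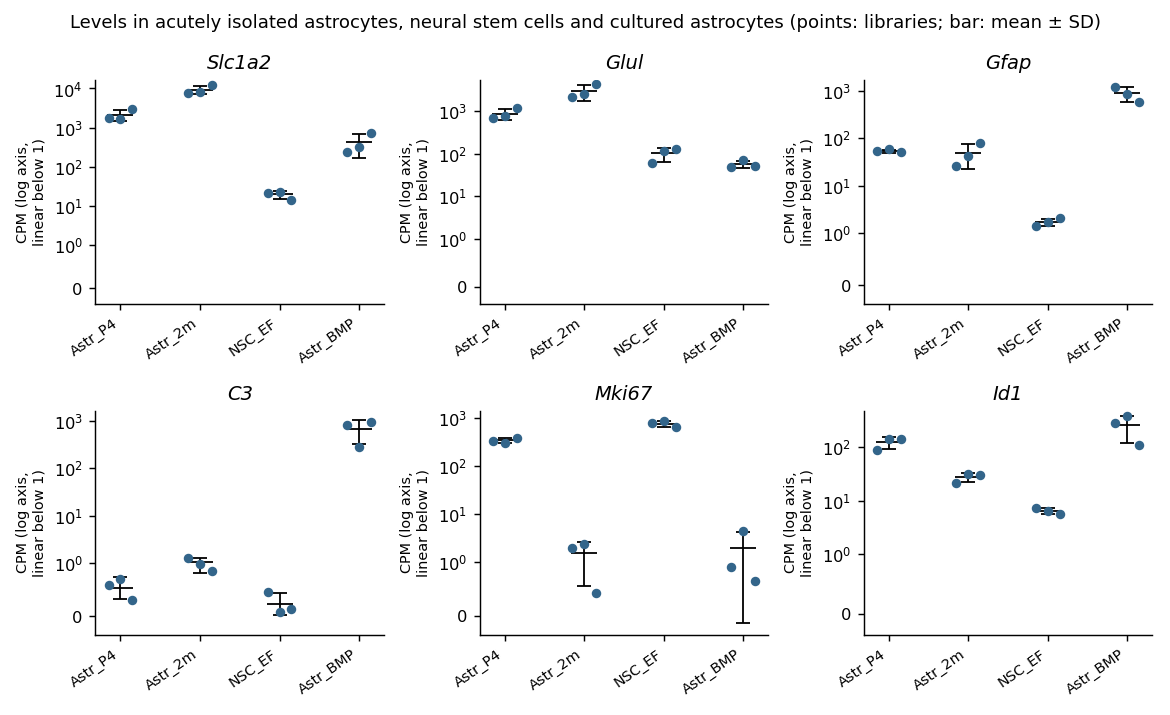
Levels of 6 genes (CPM, symmetric log axis, linear below 1) in P4 and 2-month cortical astrocytes, NSCs and BMP4 astrocytes. Points are libraries, bars the mean ± SD of n = 3, and Slc1a2 averages 9358 CPM at 2 months and 420 in BMP4 astrocytes while C3 averages 1.05 and 674.

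Transport and coupling genes were lower in 14 of 20 cases and higher in 2 (camera adjusted p = 5.8e-08 and 0.17), with Gjb6 (-9.10 ± 0.85), Slc6a11, a GABA transporter gene (-7.01 ± 0.63), and Slc1a3 (-1.89 ± 0.33) among the former. Slc7a10 had 0 counts in BMP4 astrocytes and was at least 837-fold lower. Lipid and cholesterol synthesis genes were lower in 11 of 20 cases (camera adjusted p = 4.4e-04 and 0.47), such as Msmo1 (-3.15 ± 0.34) and Dhcr24 (-2.38 ± 0.35). Candidate factors of maturation, which hold the forced ones, were lower in 10 of 18 cases and higher in 1. All 4 forced factors were lower, Fezf2 (-7.63 ± 0.67), Dbx2 (-5.58 ± 0.42), Lhx2 (-3.25 ± 0.33) and Rorb (-1.18 ± 0.28). Fam107a (-10.84 ± 0.63) and the matrix link protein gene Hapln1 (-10.64 ± 0.65) were far lower too. Reactive astrocyte genes were higher in 15 of 25 cases and lower in 3, with 16 and 3 adjusted over the list alone (camera adjusted p = 1.6e-05 and 0.18). BMP and SMAD targets were higher in 11 of 16 cases (camera adjusted p = 1.3e-05 and 0.081), such as Nog (5.73 ± 0.55), Atoh8 (4.18 ± 0.38) and Id1 (3.20 ± 0.39). Sox9 (320 ± 75.3 against 184 ± 6.62 CPM) and Rora (109 ± 35.1 against 108 ± 11.8 CPM) were not called.

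Markers of other brain cells were lower in culture in 15 of 15 cases for oligodendrocytes (camera adjusted p = 9.7e-51 and 5.9e-06), 16 of 16 for endothelium (camera adjusted p = 2.6e-39 and 1.9e-04), 14 of 16 for mural cells and fibroblasts (camera adjusted p = 8.6e-22 and 0.0011) and 15 of 16 for microglia (camera adjusted p = 9.4e-09 and 0.17). Mog, Dcn and Ctss had 0 counts in BMP4 astrocytes and were at least 1073-fold, 216-fold and 56.3-fold lower, and Cldn5 was at 0.0709 ± 0.0526 against 37.2 ± 9.60 CPM. Of the 380 mature genes, 205 were lower in culture and 18 higher, with 206 and 20 adjusted over the list alone. Immature genes were higher in 279 cases and lower in 54, with 294 and 55 adjusted over the list alone. Both lists and the forced factors were chosen in part on these 2-month libraries, so such counts are not independent evidence. With preparation 3 as the lone 2-month library, a choice made after the data were seen that takes the spread from the other groups, 2951 genes were called. Rorb, at -1.37 (adjusted p = 0.055), was not among them.

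In the next set, single factors were forced in BMP4 astrocytes to ask which mature genes each can switch on. Counts do not tell transgene from endogenous transcripts. The labels do not say which EGFP round goes with which factor. The first was taken to go with Dbx2 and the second with Rorb, Lhx2 and Fezf2, by library numbers, which match in lines X6 and X8 but in X9 only for Lhx2. An 18S-like gene took 1.0% to 1.7% of counts in the first round and with Dbx2 and 3.8% to 5.6% in the second round and with the other 3. Rorb, Dbx2 and Fezf2, but not Lhx2, are themselves mature genes, so counts of mature genes raised in their libraries hold the forced gene unless stated. The Rorb libraries held 1382 to 2004 CPM of Rorb (1618 ± 337) and the EGFP libraries 81.1 to 179 (118 ± 36.6, 3.78 ± 0.21, adjusted p = 2.3e-11), against 294 at 2 months in vivo. Among genes that rose with Rorb, Scgb1c1, a secretoglobin, went from 0.913 ± 0.548 to 515 ± 38.4 CPM (9.10 ± 0.29, adjusted p = 3.9e-15). Crabp1, a retinoic acid-binding protein gene, went from 0.0605 ± 0.124 to 87.1 ± 48.9 CPM (10.28 ± 0.52, adjusted p = 1.1e-10). The other leading rises were Agtr1a (7.70 ± 0.66), Lcp1 (7.34 ± 0.43) and Fam107a (6.31 ± 0.50). Of 22616 genes tested, 298 rose and 65 fell.

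Clock genes with ROR elements rose in 6 of 16 cases (camera adjusted p = 7.2e-15 and 7.0e-04), among them Ciart (7.69 ± 0.416 against 2.34 ± 0.445 CPM, 1.71 ± 0.23, adjusted p = 2.7e-05), Nr1d1 (146 ± 12.7 against 46.1 ± 11.1 CPM, 1.66 ± 0.16, adjusted p = 2.1e-07) and Dbp (45.9 ± 7.04 against 16.6 ± 4.49 CPM, 1.47 ± 0.19, adjusted p = 2e-05). Of the astrocyte genes, Glul rose (163 ± 54.0 against 42.0 ± 14.8 CPM, 1.96 ± 0.27, adjusted p = 5.4e-05), as did Apoe, the main lipoprotein of astrocytes (2080 ± 556 against 548 ± 221 CPM, 1.93 ± 0.35, adjusted p = 0.0013), the acyl-CoA synthetase gene Acsbg1 (2.64 ± 0.31) and Clmn (6.71 ± 2.13 against 0.898 ± 0.476 CPM, 2.89 ± 0.31, adjusted p = 1.2e-06). Slc1a2 (269 ± 121 against 316 ± 144 CPM), Gfap (1057 ± 519 against 595 ± 352 CPM), Aqp4 (1285 ± 593 against 1425 ± 892 CPM) and Atp1a2 (0.42 ± 0.149 against 0.256 ± 0.188 CPM) were not called. The falls included Hacd4 (-1.74 ± 0.27), Klf11 (-1.65 ± 0.26) and Rassf4 (-1.42 ± 0.25). The haemoglobin genes Hba-a1 and Hba-a2 had 0 counts in all EGFP libraries and were at least 9.59-fold and 11.7-fold higher with Rorb, at 1.56 and 1.90 CPM.

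Of the 380 mature genes, 33 rose and 3 fell, with 36 and 9 adjusted over the list alone. Without Rorb, 32 of 379 rose (8.4%, against 1.19% of the other genes, odds ratio 7.64, two-sided Fisher's exact test p = 6.6e-17). Against the second EGFP round alone 193 genes rose (30 of them mature) and 27 fell, and with the lines as a block as well, a choice made after the data were seen, 283 (36 mature) and 73. Without Rorb replicate 9, 227 genes were called.

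Dbx2 itself reached 14.9 to 54.3 CPM in the Dbx2 libraries (37.0 ± 20.1) against 0.138 to 1.39 with EGFP (0.691 ± 0.432, 5.74 ± 0.42, adjusted p = 1.4e-08), beside 47.0 CPM at 2 months in vivo. Fibulin 2 (Fbln2), a matrix protein gene, rose from 0.519 ± 0.36 to 99.4 ± 83.7 CPM (7.58 ± 0.55, adjusted p = 1.4e-08). The osteocalcin gene Bglap2 rose from 0.0726 ± 0.116 to 25.6 ± 21.1 CPM (8.49 ± 0.89, adjusted p = 3.2e-04). Chil1, a chitinase-like protein gene, rose from 2.01 ± 0.698 to 11.4 ± 8.17 CPM (2.50 ± 0.36, adjusted p = 0.0012). Slc1a2 (358 ± 177 against 316 ± 144 CPM), Glul (56.5 ± 11.9 against 42.0 ± 14.8 CPM), Gfap (318 ± 91.7 against 595 ± 352 CPM) and S100b (50.9 ± 5.51 against 36.4 ± 5.89 CPM) were not called. In all, 64 genes rose and 3 fell of the 22616 tested.

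Among FGF and ERK targets 1 of 18 rose, and 4 adjusted over the list alone (camera adjusted p = 4.7e-05 and 0.3). Immediate early genes rose in 2 of 16 cases (camera adjusted p = 0.0025 and 0.36). Of the 380 mature genes, 6 rose, and without Dbx2 itself 5 of 379 (1.3%, against 0.26% of the other genes, odds ratio 5.11, two-sided Fisher's exact test p = 0.0041). With the 2 groups fitted alone the latter was 1 (p = 0.19 by the same exact test). The Dbx2 libraries resembled the first EGFP round, with mt-Rnr2 at 40.5% to 45.5% of counts against 37.8% to 45.8% there and 28.7% to 32.3% in the second round. Against that first round alone 20 genes were called (4 of them mature and higher). With the lines as a block as well 33 rose (4 mature) and 1 fell, and with the lines as a block and all EGFP libraries 96 rose and 5 fell. Leaving out Dbx2 replicate 6, 8 or 9 gave 39, 121 or 32 genes.

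Lhx2 was at 728 to 959 CPM in the Lhx2 libraries (859 ± 118) and at 4.59 to 19.3 with EGFP (10.9 ± 5.94, 6.30 ± 0.45, adjusted p = 1.1e-08), against 112 at 2 months in vivo. Lmo1, a LIM-domain protein gene, rose from 0.29 ± 0.147 to 15 ± 1.55 CPM (5.64 ± 0.48, adjusted p = 1.3e-07). Kctd12 rose from 5.28 ± 2.06 to 137 ± 85.5 CPM (4.69 ± 0.32, adjusted p = 7.0e-09). The proneural factor gene Ascl1 rose from 14.6 ± 3.17 to 49.2 ± 1.97 CPM (1.76 ± 0.29, adjusted p = 0.0021). Argininosuccinate synthase (Ass1) rose to 481 ± 93.2 against 108 ± 46.0 CPM (2.16 ± 0.29, adjusted p = 1.3e-04) and glycine decarboxylase (Gldc) to 24.3 ± 4.88 against 8.23 ± 1.55 CPM (1.56 ± 0.21, adjusted p = 1.2e-04). The zinc receptor gene Gpr39 (3.66 ± 0.58) and Nnat (4.04 ± 0.50) rose too. Slc1a2 (184 ± 76.8 against 316 ± 144 CPM) and Glul (39.5 ± 19.8 against 42.0 ± 14.8 CPM) were not called. In all, 76 genes rose and 7 fell of the 22616 tested.

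None of the 20 interferon response genes was called over all genes, but 6 rose when adjusted over the list alone (camera adjusted p = 2.6e-08 and 0.24). Of the 380 mature genes, 8 rose (2.1%, against 0.31% of the others, odds ratio 7.01, two-sided Fisher's exact test p = 4.1e-05), with 10 rising and 2 falling adjusted over the list alone. Against the second EGFP round alone 52 genes rose (6 of them mature) and 4 fell. With the lines as a block as well these were 93 (9 mature) and 7, and with the lines as a block and all EGFP libraries 118 and 34. Without Lhx2 replicate 9, 45 genes were called, 4 of them mature.

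Fezf2 stood at 610 to 1013 CPM in the Fezf2 libraries (781 ± 208) and at 0 to 0.258 with EGFP (0.0902 ± 0.121, 12.86 ± 0.43, adjusted p = 1.3e-14), against 13.7 at 2 months in vivo. Glul rose from 42.0 ± 14.8 to 263 ± 35.6 CPM (2.65 ± 0.27, adjusted p = 9.1e-07) and S100b from 36.4 ± 5.89 to 85.3 ± 20 CPM (1.23 ± 0.16, adjusted p = 1.5e-05). Omg, the oligodendrocyte-myelin glycoprotein gene, rose from 2.42 ± 0.74 to 27.8 ± 7.25 CPM (3.52 ± 0.27, adjusted p = 2.4e-08). The semaphorin gene Sema3d rose from 0.297 ± 0.258 to 33.4 ± 21.3 CPM (6.75 ± 0.58, adjusted p = 8.4e-08) and the Wnt target gene Lgr5 from 0.727 ± 0.361 to 18.7 ± 7.22 CPM (4.66 ± 0.57, adjusted p = 9.3e-06). The protease inhibitor genes A2m (19.5 ± 15.3 against 168 ± 92.7 CPM, -3.10 ± 0.59, adjusted p = 0.0013) and Serpina3n (11.2 ± 5.71 against 63.0 ± 24.7 CPM, -2.48 ± 0.34, adjusted p = 4.4e-05) fell. In all, 556 genes rose and 283 fell of the 22616 tested.

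Glycolysis and glycogen genes rose in 4 of 20 cases (camera adjusted p = 1.2e-09 and 0.15), among them the muscle glycogen phosphorylase gene Pygm (2.91 ± 0.48) and hexokinase 2 (Hk2, 2.57 ± 0.52), and Vegfa rose (1.38 ± 0.21). FGF and ERK targets rose in 6 of 18 cases, and 9 adjusted over the list alone (camera adjusted p = 0.0014 and 0.52), such as Etv4 (2.93 ± 0.54). Immediate early genes rose in 3 of 16 cases, and 4 adjusted over the list alone (camera adjusted p = 0.017 and 0.52), Nr4a1 by 3.27 ± 0.33. The neuronal genes Snap25 (3.79 ± 1.04 against 0.358 ± 0.351 CPM) and Gad1 (8.70 ± 5.29 against 1.08 ± 0.437 CPM) rose at low levels. The retinoic acid hydroxylase gene Cyp26b1 (6.16 ± 0.86) and Pkib (3.90 ± 0.30) were higher, and Prelp, a matrix proteoglycan gene, was lower (-2.64 ± 0.28). Slc1a2 fell, with 2 of 3 libraries below all of EGFP (107 ± 61.7 against 316 ± 144 CPM, -1.56 ± 0.43, adjusted p = 0.023). That call ended with the 2 groups alone, with the second EGFP round alone and without first-round EGFP 6, Fezf2 8 or Fezf2 9 (adjusted p = 0.051 to 0.17), with log2 changes of -1.55, -1.41, -1.36, -1.55 and -1.20. Gfap (514 ± 309 against 595 ± 352 CPM) was not called.

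Among the 380 mature genes, 27 rose and 11 fell, with 30 and 13 adjusted over the list alone. The share that fell is not compared here with that of the other genes. Without Fezf2, 26 of 379 rose (6.9%, against 2.38% of the other genes, odds ratio 3.02, two-sided Fisher's exact test p = 2.8e-06). Against the second EGFP round alone 361 genes rose (22 of them mature) and 153 fell, and with the lines as a block as well 499 (32 mature) and 310. Without Fezf2 replicate 9, 513 genes were called.

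Calls against the shared EGFP libraries overlapped between factors. In brackets is what independent lists would share, and split means that each EGFP round served for 1 of the lists. Rorb and Fezf2 both raised 33 genes (7.33), and 38 (8.07) and 26 (6.97) when split. For Lhx2 and Fezf2 these were 19 (1.87), 30 (4.62) and 10 (1.88), and for Dbx2 and Fezf2 15 (1.57), 5 (0.306) and 18 (5.99). Rorb and Lhx2 shared 11 (1.00), 6 (1.16) and 12 (2.47), Rorb and Dbx2 10 (0.843), 13 (3.71) and 3 (0.164), and Dbx2 and Lhx2 2 (0.215), 0 (0.0441) and 3 (2.13). Rorb and Fezf2 both lowered 11 genes (0.813), and 9 (1.48) and 2 (0.482) when split, Rorb and Lhx2 2 (0.0201), 0 (0.0387) and 5 (0.152), and Lhx2 and Fezf2 2 (0.0876), 5 (0.894) and 1 (0.0742), while no pair with Dbx2 shared any. Called in opposite directions were 14 genes for Rorb and Fezf2, 3 for Lhx2 and Fezf2, 2 for Rorb and Lhx2, 1 for Dbx2 and Fezf2 and 0 for the other pairs. In 20 simulations, unchanged groups shared 0 genes, but each had at most 1 call, so this says little of how far shared controls add to these overlaps.

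**Figure D2:**
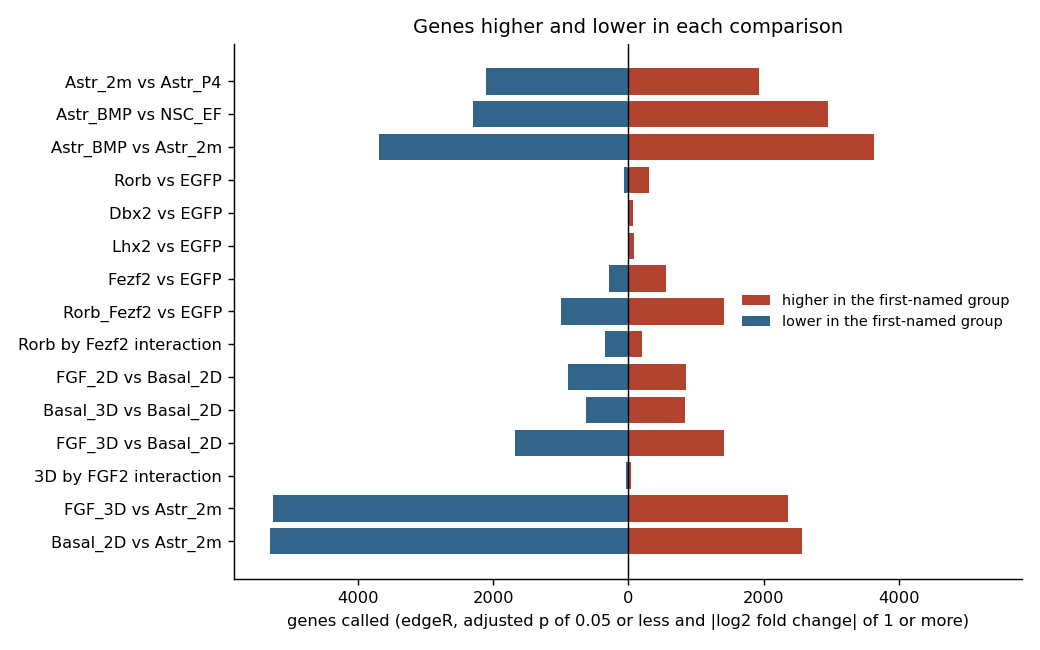
Genes higher and lower (number of genes) in each pair of groups compared. Groups carry the names of the labels (Astr for astrocytes, EF for EGF and FGF2), and bars to the right count genes higher in the first-named group and bars to the left genes lower, such as 298 and 65 for Rorb against EGFP.

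Rorb and Fezf2 were then forced together, to see whether the pair reaches more mature genes than either. Fezf2 was at 1033 to 2176 CPM and Rorb at 1107 to 1368 in these libraries, against 0.0926 and 122 with EGFP. Glul rose from 43.4 ± 15.4 to 557 ± 275 CPM (3.68 ± 0.30, adjusted p = 1.9e-08). The circadian repressor gene Nr1d1 rose from 47.6 ± 11.3 to 300 ± 60.7 CPM (2.66 ± 0.17, adjusted p = 4.1e-10) and Omg from 2.50 ± 0.78 to 61.0 ± 38.7 CPM (4.61 ± 0.37, adjusted p = 1.1e-08). Slc1a3, a glutamate transporter gene, fell from 425 ± 91.5 to 190 ± 29.1 CPM (-1.17 ± 0.22, adjusted p = 5.1e-04). Serpina3n fell from 65.1 ± 25.5 to 3.85 ± 2.04 CPM (-4.08 ± 0.40, adjusted p = 2.7e-07). Of 23333 genes tested, 1405 rose and 992 fell.

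Clock genes with ROR elements rose in 7 of 16 cases (camera adjusted p = 1.3e-15 and 0.0086), with Npas2 (2.96 ± 0.24), Per1 (2.51 ± 0.24) and Hlf (2.28 ± 0.33) beside Nr1d1. FGF and ERK targets rose in 10 of 18 cases and fell in 1, with 11 and 1 adjusted over the list alone (camera adjusted p = 1.0e-05 and 0.11), among them Etv4 (3.14 ± 0.44) and Etv5 (1.49 ± 0.30). Immediate early genes rose in 7 of 16 cases (camera adjusted p = 1.4e-04 and 0.16), such as Arc (3.01 ± 0.46), Fosb (3.00 ± 0.48) and Egr1 (2.12 ± 0.34). Mertk, a receptor for phagocytosis (2.20 ± 0.21), Lpl (3.09 ± 0.42), Vegfa (2.65 ± 0.19) and Ndrg2 (1.68 ± 0.25) rose. Crabp1 (10 ± 0.49) and Scgb1c1 (979 ± 621 against 0.942 ± 0.564 CPM, 9.98 ± 0.45) were again far above EGFP.

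Reactive astrocyte genes fell in 8 of 25 cases and rose in 1, with 11 and 1 adjusted over the list alone (camera adjusted p = 0.01 and 0.47). Interferon response genes fell in 5 of 20 cases and rose in 1 (camera adjusted p = 0.01 and 0.42). A2m (6.42 ± 4.58 against 174 ± 96.5 CPM, -4.75 ± 0.67), Nes (-1.71 ± 0.23), Fabp7 (-1.43 ± 0.23), Mlc1 (137 ± 22.8 against 406 ± 78.1 CPM, -1.56 ± 0.19) and Ntrk2 (-1.30 ± 0.20) were lower. Gfap (587 ± 254 against 613 ± 359 CPM) and S100b (40.6 ± 34.4 against 37.6 ± 6.31 CPM) were not called. With both factors, 72 of the 380 mature genes rose and 37 fell, with 74 and 39 adjusted over the list alone. Without Rorb and Fezf2, 70 of 378 rose (18.5%, against 5.81% of the other genes, odds ratio 3.69, two-sided Fisher's exact test p = 2.5e-17) and 37 fell (9.8%, against 4.16%, odds ratio 2.5, p = 3.5e-06 by the same exact test). Again without these 2 genes and in the same fit, Rorb raised 32 mature genes and Fezf2 26, 6 of them in both, and of the 70 raised by the pair 36 were raised by either factor and 34 by neither. The interaction below was called in 4 of these 34, and 16 mature genes raised by 1 factor were not raised by the pair. The pair's libraries form a series of their own, so series and pair cannot be told apart. Against the second EGFP round alone 1142 genes rose (68 of them mature) and 880 fell.

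**Figure D3:**
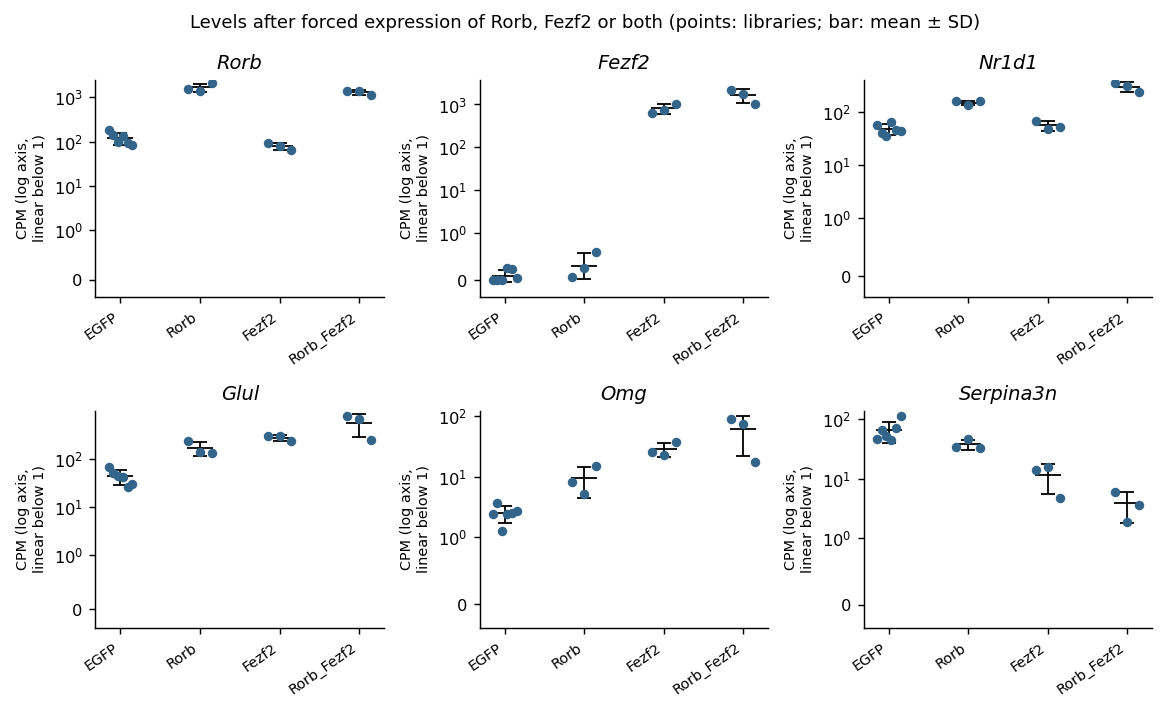
Levels of 6 genes (CPM, symmetric log axis, linear below 1) with EGFP, Rorb, Fezf2 or both. Points are libraries, bars the mean ± SD (n = 6 for EGFP and n = 3 for the others), and Glul averages 43.4 CPM with EGFP and 557 with both factors.

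The interaction term asks whether the pair departs from the sum of its single effects on the log2 scale. The doses differed, with Fezf2 at 1670 ± 583 CPM with the pair and 805 ± 211 alone, and Rorb at 1281 ± 150 and 1665 ± 356, and the pair is a library series of its own. Chgb, the secretory granule protein chromogranin B gene, stood at 378 ± 278 CPM with the pair, 4.18 ± 1.89 with Rorb, 6.28 ± 3.30 with Fezf2 and 3.86 ± 2.60 with EGFP (interaction 5.79 ± 0.89, adjusted p = 0.0012). Mast4, a kinase gene, stood at 357 ± 82.8, 46.2 ± 14.7, 26.4 ± 3.32 and 17.4 ± 1.77 CPM in the same order (2.35 ± 0.27, adjusted p = 1.8e-04). Thrombospondin 1 (Thbs1) was at 291, 89.6, 67.5 and 91.1 (2.13 ± 0.36, adjusted p = 0.0028). Nt5dc2 lay below the sum, at 37.5, 279, 16.9 and 20.2 CPM (-2.64 ± 0.34, adjusted p = 4.2e-04). For Glul, at 557, 168, 271 and 43.4 CPM, the term was -0.92 ± 0.47 and was not called (adjusted p = 0.33).

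In all, 193 genes lay above the sum and 345 below, and for 479 of these 538 the term ran against the sum of the single effects, to which chance adds since both hold the same libraries. Ribosomal protein genes lay below it in 10 of 22 cases, and 11 adjusted over the list alone (camera adjusted p = 3.3e-22 and 0.33), for example Rps5 (-1.87 ± 0.32) and Rpl13 (-1.86 ± 0.32). Immature genes lay below in 49 cases and above in 4, with 61 and 12 adjusted over the list alone (camera adjusted p = 0.0013 and 0.61). Of the mature genes, neither Rorb nor Fezf2 among them, 7 lay above (two-sided Fisher's exact test p = 0.039, and 6.1e-09 to 0.43 under other settings) and 8 below (p = 0.28, and 2.6e-12 to 1). With the culture libraries alone these were 6 and 4 (two-sided Fisher's exact test p = 0.16 and 0.43). With the lines as a block 338 genes lay above and 519 below, with the second EGFP round alone 262 were called, and without Rorb replicate 9 or Fezf2 replicate 6, 304 or 317.

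The last set asked whether FGF2 and a gel bring BMP4-made astrocytes closer to the adult state. With FGF2 in 2D, Slc1a2 rose from 112 ± 15.5 to 698 ± 261 CPM (2.64 ± 0.28, adjusted p = 4.4e-06). Glul rose from 30.3 ± 5.11 to 138 ± 20.9 CPM (2.18 ± 0.24, adjusted p = 5.8e-06) and Dbx2 from 2.63 ± 0.751 to 24.1 ± 6.21 CPM (3.20 ± 0.32, adjusted p = 3.0e-06). C3 fell from 560 ± 350 to 23.5 ± 14.8 CPM (-4.57 ± 0.58, adjusted p = 2.8e-05) and Gfap from 315 ± 184 to 49.7 ± 32.6 CPM (-2.67 ± 0.58, adjusted p = 0.0045). Mki67 rose from 0.645 ± 0.806 to 232 ± 194 CPM (8.38 ± 1.13, adjusted p = 5.3e-05). Of 22083 genes tested, 856 rose and 892 fell.

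FGF and ERK targets rose in 8 of 18 cases and fell in 2 (camera adjusted p = 2.2e-09 and 0.0062), with Dusp6 (5.29 ± 0.46), Spry1 (3.66 ± 0.59), Spry4 (2.78 ± 0.34) and Etv4 (3.93 ± 0.35) higher. Transport and coupling genes rose in 8 of 20 cases and fell in 1, with 9 and 1 adjusted over the list alone (camera adjusted p = 7.5e-09 and 0.034), among them the bicarbonate carrier gene Slc4a4 (3.38 ± 0.41), the glutamine carrier gene Slc38a3 (2.73 ± 0.32) and the GABA transporter gene Slc6a1 (2.56 ± 0.25). Lipoprotein and fatty acid genes rose in 4 of 18 cases (camera adjusted p = 1.2e-06 and 0.034), including Acsbg1 (3.12 ± 0.28) and Fabp7 (2.58 ± 0.29). Reactive astrocyte genes fell in 17 of 25 cases, and 19 adjusted over the list alone (camera adjusted p = 2.1e-20 and 0.0023), S1pr3 by -5.27 ± 0.44, Hspb1 by -5.08 ± 0.79 and Vim by -1.59 ± 0.21. Immediate early genes fell in 7 of 16 cases (camera adjusted p = 9.9e-09 and 0.034), Atf3 by -4.97 ± 0.48 and Fos by -2.28 ± 0.21. Proliferation genes rose in 18 of 22 cases (camera adjusted p = 1.2e-16 and 0.13), Cenpf by 6.41 ± 0.97, and the ubiquitin-conjugating enzyme gene Ube2c rose by 8.59 ± 1.13. The progenitor genes Olig2 (2.96 ± 0.33) and Dll1 (3.33 ± 0.42) rose as well. Large falls included Cdsn (-8.41 ± 0.98), Lbp (-7.37 ± 0.84) and the tight junction gene Cldn2 (-6.62 ± 0.63). Rorb (127 ± 6.14 against 86.6 ± 19.6 CPM) was not called, and Fezf2 had 0 counts in all 4 culture groups.

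Of the 380 mature genes, 62 rose (16.3%, against 3.66% of the others, odds ratio 5.13, two-sided Fisher's exact test p = 4.8e-22) and 32 fell, with 69 and 37 adjusted over the list alone. How the share that fell compares with that of the others is not given here. Immature genes rose in 188 cases and fell in 22, with 210 and 25 adjusted over the list alone (camera adjusted p = 1.5e-17 and 0.19).

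In basal medium, from 2D to 3D culture, Slc1a2 rose from 112 ± 15.5 CPM by 2.38 ± 0.28, adjusted p = 2e-05. Apoe rose from 607 ± 237 to 3660 ± 675 CPM (2.59 ± 0.34, adjusted p = 7.6e-05) and Gja1, connexin 43, from 136 ± 93.3 to 723 ± 83.5 CPM (2.42 ± 0.40, adjusted p = 5.6e-04). Slc6a11 rose from 2.55 ± 1.46 to 61.6 ± 13.4 CPM (4.59 ± 0.38, adjusted p = 4.2e-07) and Rorb from 86.6 ± 19.6 to 193 ± 38.1 CPM (1.16 ± 0.18, adjusted p = 4.4e-04). Among the large rises were the immediate early genes, Fosb from 0.784 ± 0.249 to 407 ± 128 CPM (9.03 ± 0.43, adjusted p = 2.4e-10), Egr1 from 8.71 ± 5.25 to 3223 ± 1067 CPM (8.53 ± 0.44, adjusted p = 4.7e-10) and Fos from 31.6 ± 4.85 to 1493 ± 188 CPM (5.56 ± 0.23, adjusted p = 3.6e-11). In all, 830 genes rose and 620 fell of the 22083 tested.

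Immediate early genes rose in 14 of 16 cases, and 15 adjusted over the list alone (camera adjusted p = 2.5e-93 and 3.6e-06). Targets of FGF and ERK rose in 6 of 18 with 3 lower, or 7 and 3 adjusted over the list alone (camera adjusted p = 2.6e-06 and 0.012), among them Myc (3.55 ± 0.26) and Dusp5 (4.22 ± 0.36). Unlike 2D cells, 3D cells grew as neurospheres first and were then dissociated and purified. So no 3D change, mature genes included, can be laid to the gel alone. Transport and coupling genes rose in 14 of 20 cases (camera adjusted p = 1.4e-22 and 0.0011), Slc4a4 by 2.88 ± 0.40. Pan-astrocyte markers rose in 11 of 18 cases (camera adjusted p = 6.4e-14 and 0.012), such as S100b (3.03 ± 0.59), Gfap (2.74 ± 0.58) and Aqp4 (2.34 ± 0.50). BMP and SMAD targets rose in 4 of 16 cases (camera adjusted p = 1.3e-04 and 0.029), including Id2 (2.51 ± 0.39) and Id4 (2.48 ± 0.44). Lipid and cholesterol synthesis genes rose in 4 of 20 (camera adjusted p = 2.6e-06 and 0.32), Insig1 by 2.04 ± 0.28. Nnat (6.06 ± 0.52) and Luzp2 (5.72 ± 0.92) rose strongly. The falls included Igfbp3 (-4.33 ± 0.43), Timp1 (-2.62 ± 0.59), Tnc (-2.33 ± 0.46) and Etv5 (-2.24 ± 0.34). Mki67 (0.808 ± 0.354 against 0.645 ± 0.806 CPM) was not called.

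Among the 380 mature genes, 115 rose (30.3%, against 3.29% of the others, odds ratio 12.7, two-sided Fisher's exact test p = 4.9e-72) and 11 fell, with 131 and 13 adjusted over the list alone (camera adjusted p = 1.9e-27 and 0.012).

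With FGF2 and 3D together, Atp1a2 rose from 0.28 ± 0.155 in 2D basal cultures to 319 ± 91.6 CPM (10.09 ± 0.64, adjusted p = 3.6e-09) and Slc1a2 from 112 ± 15.5 to 3015 ± 445 CPM (4.75 ± 0.31, adjusted p = 5.2e-09). Glul rose from 30.3 ± 5.11 to 570 ± 111 CPM (4.23 ± 0.26, adjusted p = 2.2e-09) and Slc6a11 from 2.55 ± 1.46 to 449 ± 93.9 CPM (7.45 ± 0.43, adjusted p = 1.1e-09). Of the factors, Dbx2 rose from 2.63 ± 0.751 to 72.6 ± 19.9 CPM (4.79 ± 0.34, adjusted p = 1.7e-08) and Rorb from 86.6 ± 19.6 to 278 ± 29.0 CPM (1.68 ± 0.19, adjusted p = 3.0e-06). C3 fell from 560 ± 350 to 4.88 ± 2.58 CPM (-6.83 ± 0.65, adjusted p = 5.3e-07) and Vim from 4465 ± 167 to 817 ± 110 CPM (-2.45 ± 0.22, adjusted p = 2e-07). In all, 1407 genes rose and 1683 fell of the 22083 tested.

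Transport and coupling genes rose in 14 of 20 cases and fell in 1, with 15 and 1 adjusted over the list alone (camera adjusted p = 3.5e-27 and 4.1e-04). Lipoprotein and fatty acid genes rose in 14 of 18 cases (camera adjusted p = 9.8e-17 and 8.4e-04), among them Acsbg1 (4.17 ± 0.29), Apoe (2.95 ± 0.35) and Fabp7 (3.25 ± 0.30). Cholesterol and lipid synthesis genes rose in 13 of 20 (camera adjusted p = 2.9e-09 and 0.13), Hmgcr by 1.91 ± 0.20 and Insig1 by 2.41 ± 0.28. FGF and ERK targets rose in 13 of 18 cases (camera adjusted p = 4.2e-18 and 4.1e-04), Dusp6 by 5.60 ± 0.47. Immediate early genes rose in 13 of 16 (camera adjusted p = 4.6e-31 and 5.0e-04), Fosb by 8.17 ± 0.42 and Egr1 by 7.28 ± 0.42. Candidate factors of maturation rose in 7 of 18 cases and fell in 1 (camera adjusted p = 3.7e-06 and 0.0012), and the clock output gene Hlf rose (3.97 ± 0.27). Oligodendrocyte precursor genes rose in 9 of 14 cases and fell in 1 (camera adjusted p = 5.2e-06 and 0.016), such as Olig2 (3.11 ± 0.33), and Mki67 rose (76.9 ± 50.1 against 0.645 ± 0.806 CPM, 6.79 ± 1.08). Mitochondrial messenger genes rose in 10 of 13 cases, and 11 adjusted over the list alone (camera adjusted p = 1.1e-07 and 0.16), with mt-Rnr2 at 36.1% to 40.1% of counts against 26.6% to 32.8%. Reactive astrocyte genes fell in 17 of 25 cases, and 20 adjusted over the list alone (camera adjusted p = 3.0e-17 and 0.0012), Hspb1 by -6.90 ± 0.93 and Steap4 by -4.79 ± 0.65. Ndrg1 (-6.75 ± 0.77), Cdsn (-8.38 ± 1.00), Lbp (-6.86 ± 0.82) and the matricellular gene Sparc (-2.88 ± 0.26) fell. Gfap (160 ± 106 against 315 ± 184 CPM) was not called.

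**Figure D4:**
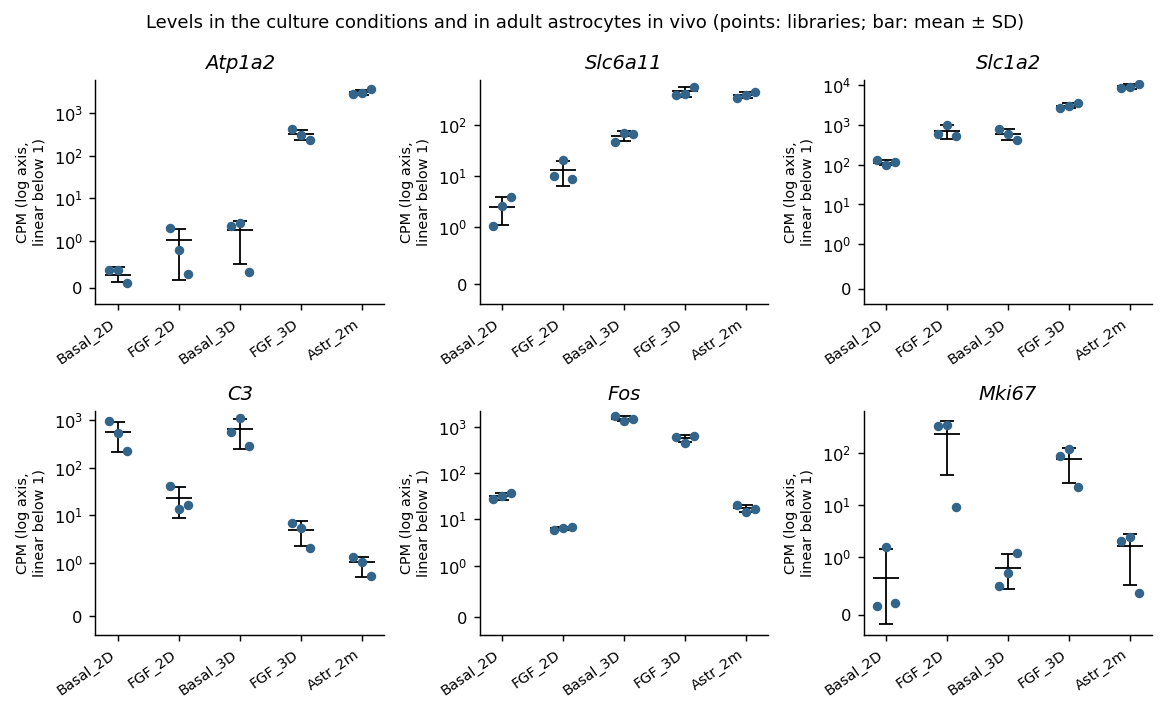
Levels of 6 genes (CPM, symmetric log axis, linear below 1) in the 4 culture conditions and in 2-month astrocytes. Points are libraries, bars the mean ± SD of n = 3, and Atp1a2 averages 0.28 CPM in 2D basal and 319 in 3D FGF2 cultures while C3 averages 560 and 4.88.

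Among the 380 mature genes, 137 rose (36.1%, against 5.85% of the others, odds ratio 9.07, two-sided Fisher's exact test p = 4.2e-67) and 34 fell, with 144 and 37 adjusted over the list alone (camera adjusted p = 4.2e-18 and 0.024). Immature genes rose in 138 cases and fell in 22, with 157 and 24 adjusted over the list alone (camera adjusted p = 1.8e-10 and 0.25).

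For the interaction of the gel with FGF2, Myc stood at 80.2 CPM in 3D FGF2, 39.0 in 2D FGF2, 228 in 3D basal and 19.5 in 2D basal cultures (interaction -2.51 ± 0.33, adjusted p = 0.0026). Akap6, an anchoring protein gene of protein kinase A, was at 3.15, 2.42, 1.71 and 29.9 CPM in the same order (4.48 ± 0.59, adjusted p = 0.0026). Net1, a Rho exchange factor gene, was at 4.66, 11.2, 77.7 and 16.5 (-3.50 ± 0.43, adjusted p = 0.0026). In all, 35 genes lay above the sum and 39 below, 3 and 4 of them mature (two-sided Fisher's exact test p = 0.022 and 0.0044, and 7.1e-13 to 1 and 6.7e-24 to 1 under other settings). Of the 20 interferon response genes none was called over all genes and 6 lay below adjusted over the list alone (camera adjusted p = 1.6e-07 and 0.31). With the lines as a block 59 genes lay above and 113 below, and with the culture libraries alone 8 were called, none of them mature. Leaving out single libraries gave 22 (2D basal 8 or 3D FGF2 6) to 156 (2D basal 9), with 25, 30, 31, 38 and 44 without 2D basal 6, 3D FGF2 8, 3D basal 8, 3D basal 6 and 2D FGF2 6.

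Set against 2-month astrocytes, the 3D FGF2 cultures held Slc1a2 at 3015 ± 445 against 9155 ± 1275 CPM (-1.60 ± 0.27, adjusted p = 1.1e-04), Glul at 570 ± 111 against 2790 ± 828 CPM (-2.29 ± 0.24, adjusted p = 4.2e-07) and Atp1a2 at 319 ± 91.6 against 3158 ± 423 CPM (-3.31 ± 0.43, adjusted p = 7.1e-06). Gjb6 was at 0.836 ± 0.499 against 415 ± 166 CPM (-8.97 ± 0.80, adjusted p = 7.6e-08) and Ntsr2 at 10 ± 1.14 against 414 ± 80.1 CPM (-5.37 ± 0.42, adjusted p = 1.5e-08), both lower too. Rorb (278 ± 29.0 against 295 ± 5.09 CPM), Dbx2 (72.6 ± 19.9 against 47.2 ± 3.18 CPM), Slc1a3 (1389 ± 86.2 against 1898 ± 345 CPM) and Aqp4 (378 ± 199 against 609 ± 92.8 CPM) were not called. Fezf2 had 0 counts in culture and was at least 63.4-fold lower. In all, 2354 genes were higher in culture and 5245 lower, and the median change of all genes was -0.52 by TMM and -0.66 by size factors.

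Immediate early genes were higher in 13 of 16 cases, and 14 adjusted over the list alone (camera adjusted p = 7.2e-19 and 0.0032), with Egr1 at 1350 ± 293 against 20.1 ± 3.48 CPM. Neural stem and progenitor genes were higher in 10 of 18 cases and lower in 1 (camera adjusted p = 1.8e-10 and 0.0084), including Ascl1 (5.84 ± 0.34), Sox4 (4.41 ± 0.28) and Vim (3.75 ± 0.23). FGF and ERK targets were higher in 10 of 18 cases (camera adjusted p = 4.9e-07 and 0.0084), Etv4 by 2.58 ± 0.33. Proliferation genes were higher in 18 of 22 cases, and 20 adjusted over the list alone (camera adjusted p = 1.2e-06 and 0.38), Mki67 by 5.56 ± 1.04. Lhfpl3 (7.24 ± 0.53), Eno1b (7.00 ± 0.46), Ecrg4 (6.92 ± 0.50) and Fabp7 (3.95 ± 0.31) were also higher. Mertk (-4.47 ± 0.30), Maob (-8.34 ± 0.54), Clmn (-6.43 ± 0.64) and Fam107a (-12.67 ± 1.02) were lower. Markers of oligodendrocytes were lower in 15 of 15 cases (camera adjusted p = 8.7e-40 and 9.3e-06), of endothelium in 16 of 16 (camera adjusted p = 1.8e-36 and 6.3e-05), of mural cells and fibroblasts in 14 of 16 (camera adjusted p = 7.0e-19 and 3.0e-04) and of microglia in 16 of 16 (camera adjusted p = 1.4e-06 and 0.26). Mobp, Cldn5, Pdgfrb and Ctss had 0 counts in culture and were at least 2438-fold, 173-fold, 416-fold and 33.4-fold lower.

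Among the 380 mature genes, 211 were lower in culture and 18 higher, with 213 and 18 adjusted over the list alone. Immature genes were higher in 384 cases and lower in 28, with 401 and 30 adjusted over the list alone. As both lists were chosen in part on the same 2-month libraries, these counts are not independent evidence. With preparation 3 as the lone 2-month library, a choice made after the data were seen, 3453 genes were called.

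The 2D basal cultures served as the lower mark of the same scale. Slc1a2 was at 112 ± 15.5 against 9155 ± 1275 CPM (-6.35 ± 0.33, adjusted p = 7.0e-11) and Glul at 30.3 ± 5.11 against 2790 ± 828 CPM (-6.53 ± 0.29, adjusted p = 1.4e-11). Atp1a2 was at 0.28 ± 0.155 against 3158 ± 423 CPM (-13.40 ± 0.69, adjusted p = 6.6e-11) and Dbx2 at 2.63 ± 0.751 against 47.2 ± 3.18 CPM (-4.17 ± 0.34, adjusted p = 1.3e-08), all lower than at 2 months. Rorb was lower as well, at 86.6 ± 19.6 against 295 ± 5.09 CPM (-1.77 ± 0.19, adjusted p = 4.1e-07), and Fezf2, with 0 counts, was at least 95-fold lower. Higher in culture were Vim (4465 ± 167 against 60.7 ± 2.57 CPM, 6.20 ± 0.26, adjusted p = 7.8e-12) and C3 (560 ± 350 against 1.05 ± 0.301 CPM, 9.08 ± 0.76, adjusted p = 2e-08). In all, 2564 genes were higher and 5292 lower, with a median change of all genes of -0.34 by TMM and -0.49 by size factors.

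Transport and coupling genes were lower in 15 of 20 cases and higher in 1 (camera adjusted p = 4.8e-17 and 0.0027), Slc6a11 by -7.23 ± 0.43, and Slc7a10 had 0 counts and was at least 736-fold lower. Pan-astrocyte markers were lower in 12 of 18 cases and higher in 1, with 13 and 1 adjusted over the list alone (camera adjusted p = 3.9e-09 and 0.03), such as Ntsr2 (-5.12 ± 0.41), S100b (-2.57 ± 0.58) and Aldoc (-2.0 ± 0.26). Candidate factors of maturation were lower in 13 of 18 cases and higher in 2, Lhx2 by -3.57 ± 0.58. Lipid and cholesterol synthesis genes were lower in 14 of 20 cases (camera adjusted p = 1.0e-09 and 0.15), Msmo1 by -4.20 ± 0.24. Reactive astrocyte genes were higher in 17 of 25 cases and lower in 2 (camera adjusted p = 2.6e-08 and 0.027), among them Cd109 (6.90 ± 0.37) and Timp1 (4.97 ± 0.71). The cilium genes Enkur (6.10 ± 0.62) and Cfap126 (5.63 ± 0.51) were higher. Markers of oligodendrocytes were lower in 15 of 15 cases (camera adjusted p = 2.4e-42 and 5.0e-06), of endothelium in 16 of 16 (camera adjusted p = 1.2e-35 and 3.6e-05), of mural cells and fibroblasts in 14 of 16 (camera adjusted p = 2.8e-14 and 7.2e-04) and of microglia in 15 of 16 (camera adjusted p = 1.9e-06 and 0.19).

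Of the 380 mature genes, 254 were lower in culture and 14 higher, with 255 and 14 adjusted over the list alone. Immature genes were higher in 220 cases and lower in 57, with 223 and 59 adjusted over the list alone. Here too the 2-month libraries had a part in the choice of both lists and of the forced factors, so these counts are not independent evidence. With preparation 3 as the lone 2-month library, a choice made after the data were seen, 4028 genes were called. Culture and in vivo libraries differ in series in this set and, per the study, in mouse strain in all sets. Neither can be told apart from setting.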

Values the study reported

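The study reported 2057 genes lower and 2068 genes higher in cortical astrocytes at 2 months than at P4. It defined 682 immature genes. In astrocytes made in culture, it found 60% of the mature genes below their 2-month level. Of only the mature genes low in control cultures, it counted 33 raised by Rorb, 28 by Fezf2, 10 by Dbx2 and 9 by Lhx2. At a false discovery rate of 0.001, it counted 35 mature genes raised by Rorb or Fezf2 alone and 47 by the pair, 21 of which neither factor raised on its own.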

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

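Chosen only after the result was seen were the test of sequencing depth, the fit on the own EGFP round with the lines as a block, the X6 values and those without P4 preparation 1, and the list over P4 astrocytes.

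Among 77 measures of the 6 EGFP libraries, 5 had 1 library far from the others, where chance gives about 1 in 20. They were the total counts of first-round X9 (27.7, in 1e6), Lpl (20.5 CPM) and Hk2 (2.32 CPM) in the same library, Snap25 in first-round X6 (1.04 CPM) and Crabp1 in second-round X6 (0.319 CPM).

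By the test of the difference, Rorb and Fezf2 departed from adding up in 538 genes, in 479 of them against the sum of the single effects, with log2 values of 5.79 for Chgb, 2.35 for Mast4, 2.13 for Thbs1, -2.64 for Nt5dc2, -1.86 for Rpl13 and -1.87 for Rps5. The doses were not those of the single factors (Fezf2 at 1670 ± 583 CPM with the pair and 805 ± 211 alone, Rorb at 1281 ± 150 and 1665 ± 356) and the pair is a library series of its own, so dose and series stay open beside a joint effect. By the same test, 3D and FGF2 did so in 74 genes, with 4.48 for Akap6, -2.51 for Myc and -3.50 for Net1.

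Calls against the 6 EGFP libraries may carry a difference between the 2 rounds of these controls, since 151 genes were called between the rounds (53 higher and 98 lower in the first), and 286 with the lines as a block. The share of mt-Rnr2 was 37.8% to 45.8% in the first round and 28.7% to 32.3% in the second. All 8 mature genes among the 151 were higher in the first round. Of the genes raised by Dbx2, taken to go with the first round, 21.9% were 0.5 or more (log2) higher in that round, against 16.9% of all genes. Of those raised by Rorb, Lhx2 and Fezf2, taken to go with the second, 27.2%, 18.4% and 32% were lower in the first by as much, against 18.8% of all genes. How far the round adds to the calls stays open for each factor. Against the round taken as its own Rorb had 220 calls, Dbx2 20, Lhx2 56 and Fezf2 514. Both rounds hold the same group, so no biological explanation was tested.

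Odorant and vomeronasal receptor genes had counts in in vivo preparations 1 and 2 at both ages (686 to 853 genes, against 21 and 23 in preparation 3). The X6 NSCs and BMP4 astrocytes of the first culture set, another library series, had them too (441 and 738 genes, against 46 to 52 in X8 and X9), at a lower share (55.6 and 73.4 CPM, against 15.8 to 48.0). Sequencing depth is argued against, since their lowest share there was 5.17 times the highest in preparation 3. For the in vivo libraries, reads from genomic DNA are argued against as the only source, since silent gene families had 1.60 times as many counts per kilobase on the X chromosome as on autosomes (95% bootstrap interval 1.11 to 2.22), where DNA would give fewer in males and as many in females. The study states male mice, but P4 preparation 1 had 12823 counts of Xist against 5 to 36 in the other in vivo libraries. Without it the ratio was 1.48 (1.01 to 2.12). In the X6 libraries it was 0.739 (0.365 to 1.48), which leaves DNA open there. RNA of olfactory neurons stays open, as Omp (14 counts), Stoml3 (22), Cnga4 (23) and Cnga2 (7) had 3.82 times the counts per kilobase of the receptor genes. This ratio does not mark olfactory tissue, as it was 6.72 in the X6 and 9.26 in the X8 and X9 cultures, which have none. No biological explanation was tested.

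Immediate early genes were higher in 3D than in 2D cultures, but only the 3D cells were dissociated and purified, so a response to the gel and one to the handling stay open. If handling raised these genes, purified in vivo cells should stand above 2D cultures. The median of the list over 2-month astrocytes was -0.32 (log2) in 2D basal cultures and 0.28 in BMP4 astrocytes. Over P4 astrocytes, purified too, it was -2.96 in 2D basal cultures (13 of 16 genes called lower and 2 higher), which goes with handling, and 2.24 in 3D basal cultures. The 2 in vivo ages disagree, so the 2 explanations cannot be told apart. In vivo cells also differ from cultures in much else, and no 3D cells were lysed directly.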

How the results depend on the processing

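The fits on in vivo preparation 3 alone, and on the own EGFP round with the lines as a block, and the counts without the forced gene were chosen only after the data were seen. Without the forced gene, 32 mature genes were raised by Rorb, 5 by Dbx2, 26 by Fezf2 and 70 by the pair. With 1 library left out, 17 of 207 counts moved by over 1.5 times and 3 of 2373 gene values lost a call. Under other settings these were 37 of 210 and 35 of 2476. No gene reversed, partly by construction as many were picked for libraries without overlap. With in vivo preparation 3 alone, which leaves 1 library per in vivo group, 418 genes were called for 2-month against P4 astrocytes, 2951 for BMP4, 3453 for 3D FGF2 and 4028 for 2D basal against 2-month astrocytes. The lone library is assumed to vary like those of the other groups, so fewer libraries account for part of this by construction.

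With no filter on low counts, 678 genes were called for Rorb, 334 for Dbx2 (17 mature), 357 for Lhx2, 1190 for the Rorb by Fezf2 and 680 for the 3D by FGF2 interaction. DESeq2 called 136 for Dbx2, 143 for Lhx2, and 921 and 347 for the interactions. Fits on the 2 groups alone, with fewer libraries, called 11 for Dbx2 (2 mature) and 53 for Lhx2 (3 mature), and culture libraries alone gave 8 for the 3D by FGF2 interaction. At an adjusted p of 0.001, fewer by construction, 957 (45 mature) were called for both factors and 31 for their interaction.

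With only the EGFP libraries of the first round, 719 genes were called for Rorb, 20 for Dbx2, 418 for Lhx2 and 1236 for the Rorb by Fezf2 interaction. With only the second round these were 220 for Rorb, 268 for Dbx2 (15 mature), 514 for Fezf2 and 262 for the interaction. The replicate block (the lines) gave 101 for Dbx2, 152 for Lhx2, 857 for the Rorb by Fezf2 and about 1.7e2 for the 3D by FGF2 interaction (59 above and 113 below), and 34 for Dbx2 with its own EGFP round. It also gave 286 genes between the EGFP rounds. Of the other counts tested with the block none moved by over 1.5 times, no named gene changed its call, and it changed no other call of a gene list described above. Of the 195 gene list calls, 55 remained with an estimated correlation.

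Leaving out single libraries gave 227 to 421 genes for Rorb, 32 to 121 for Dbx2, 45 to 113 for Lhx2 (4 to 10 mature), 513 to 926 for Fezf2, 304 to 741 for the Rorb by Fezf2 and 22 to 156 for the 3D by FGF2 interaction. Where no reason is given, the cause was not tested. Depth limits genes of few counts most, as the 2-month libraries were the smallest (from 6.2, in 1e6 counts), and 3 libraries per group miss many 2-fold changes.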

Other observations

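Chosen only after the result was seen were the counts of mature genes without the forced gene and the counts of splits by line that reached the real value.

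Lists not described above follow, first for 2-month against P4 astrocytes. Targets of FGF and ERK fell in 8 of 18 cases (camera adjusted p = 8.9e-05 and 0.15), such as Myc (-2.57 ± 0.21) and Ccnd1 (-2.47 ± 0.21). Glycolysis and glycogen genes rose in 5 of 20 cases and fell in 2 (camera adjusted p = 0.0034 and 0.48), with the muscle glycogen phosphorylase gene Pygm at 64.4 ± 9.62 against 6.28 ± 2.39 CPM. Endothelial genes fell in 10 of 16 cases and rose in 3 (camera adjusted p = 0.015 and 0.48), Kdr by -2.95 ± 0.37 and Ly6a by 3.04 ± 0.24.

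Between NSCs and BMP4 astrocytes, glycolysis and glycogen genes rose in 9 of 20 cases and fell in 1 (camera adjusted p = 0.0013 and 0.41), Pygb by 4.46 ± 0.27. The lactate transporter gene Slc16a1 rose too (1958 ± 650 against 39.4 ± 1.65 CPM, 5.64 ± 0.31). Clock genes with ROR elements rose in 6 of 16 cases, and 7 adjusted over the list alone (camera adjusted p = 0.0065 and 0.34), Dbp by 3.94 ± 0.49.
With FGF2 in 2D, ependymal and choroid genes fell in 6 of 14 cases, and 7 adjusted over the list alone (camera adjusted p = 1.3e-06 and 0.058), Cfap126 by -4.85 ± 0.45 and Enkur by -4.36 ± 0.51.

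Every comparison was repeated on other splits of its libraries. For the 8 comparisons of 3 against 3 libraries, 10 splits are too few for a share under 0.05. The real split (1 of 10) gave 4035 genes for 2-month against P4 astrocytes. With the 2 groups fitted alone it gave 4633 for BMP4 astrocytes against NSCs, 5168 for BMP4 against 2-month astrocytes, 1289 for FGF2 in 2D, 1019 for 3D and 2650 for both. It gave 6601 for 3D FGF2 and 6653 for 2D basal cultures against 2-month astrocytes. The highest other split gave 0 in each. For mature genes the real splits gave 163, 222, 46, 94, 130, 213 and 255 in the last 7 of these, in the same order, again against 0. In the 3 comparisons with 2-month astrocytes (222, 213 and 255, genes lower in culture) the list was chosen in part on the same 2-month libraries, so the count is favoured by that choice and tests nothing.

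For the factors, 1 of 84 splits gave as many genes as the real one for Rorb (279, highest other 250), Fezf2 (684, highest other 260) and the pair (1974, highest other 24), 3 of 84 for Lhx2 (53, highest other 282) and 4 of 84 for Dbx2 (11, highest other 189). These shares are under 0.05. The lines pair the libraries, however, and among the 27 splits that take 1 library of each line, as the real ones do, 1 reached the real value for Rorb, Fezf2 and the pair and 2 for Dbx2 and Lhx2. Chance is argued against for Fezf2 and the pair but stays open for Dbx2, Lhx2 and Rorb, whose split by EGFP round gave 250. The largest other splits set apart the first EGFP round (Rorb and Lhx2), the second (Dbx2, 132) or line X6 (Dbx2, and Lhx2 with 201). Within the own EGFP round, fitted with all other libraries, Rorb had 220 calls, Lhx2 56 and Dbx2 20. Among the 27 splits the highest others were the same, save Dbx2 with 132. For mature genes 1 of 84 splits reached the real value for Rorb (26, highest other 9), Fezf2 (25 and 8) and the pair (63 and 3), 2 of 84 for Dbx2 (2 and 3) and 3 of 84 for Lhx2 (3 and 9). Of the 27 splits by line, 1 reached it for the first 4 (highest others 9, 8, 3 and 0) and 2 for Lhx2. Without the forced genes 1 of 84 did so for Rorb (25), Fezf2 (24) and the pair (61), and for Dbx2, left with 1 gene, 3 of 84 and 1 of the 27 by line. For the interactions, 1 of 100 splits reached the real value for Rorb by Fezf2 (501, highest other 435) and 2 of 100 for 3D by FGF2 (8, highest other 14).

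At the study's thresholds, by edgeR and over all 380 mature genes, Dbx2 raised 6 of them (2 to 17 under other settings), itself included. The study's value above is higher but rests on another test and a part of the list.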
